A study of Mus musculus with 8 samples. Its data were reported in "Lipid-associated macrophages reshape BAT cell identity in obesity" (2024).

How the data were processed

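Brown adipose tissue (BAT), the thermogenic fat depot of rodents, was profiled by bulk RNA-seq in 8-week-old wild-type (WT) mice and in db/db mice, which carry a loss-of-function mutation of the leptin receptor gene Lepr and become obese. Per the labels, 8 libraries fall into 2 genotypes of 4 samples each, and the genotype and replicate number of every sample were taken from its title.

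The authors prepared single-end mRNA libraries through a commercial service, trimmed the reads with bbduk, aligned them to the mouse build mm10 with STAR and counted them per Ensembl gene with HTSeq-count, and deposited the resulting raw counts. Whether molecular identifiers were collapsed and whether counting used the strand is not stated, so PCR copies may be included in the counts, and genes named in the report with their values that overlap another annotated gene are given as uncertain. The authors also deposited normalized values on a log2 scale, made in a commercial analysis platform. Undoing the log2 and the added 1 gave the raw count times a constant of each sample, and that constant multiplied by the DESeq2 size factor computed here was 1 in each of the 8 samples.

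The table held 31053 genes, of which 30934 were matched by Ensembl identifier to GENCODE M21 on the same build, and the unmatched 119 held at most 0.00758% of the counts of any sample. Total counts ran from 2374079 to 2615009 in WT and from 2382722 to 3240074 in db/db, so that the smallest detectable level, taken as 3 counts, lay between 0.902 and 1.33 CPM. CPM values throughout are counts scaled by the total over the genes that passed the filter and by the TMM factor of the library, not by the library total alone. Shares of counts of single samples are given with 95% Wilson intervals. Intervals and detection floors cover counting error only.

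Genes were filtered by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 9264 genes, and were scaled by TMM. The main test was the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method at 0.05. The study used DESeq2, which was run here as an alternative (version 1.42.0). Standard errors of log2 fold changes were derived from the F statistic. Folds against a genotype whose libraries all held 3 counts or fewer were computed against that floor and are lower bounds.

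The 10 gene sets were written by hand and tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01. Each set was also summarised per sample as the mean z-score of log2 CPM with a prior count of 2, and the scores were compared by an exact two-sided permutation test, whose smallest possible p with 4 against 4 samples is 0.0286. Relations between measures were computed on deviations from the genotype means, with all 576 permutations within genotypes, since the libraries formed separate clusters by genotype. Values pooled over the genotypes, which had been foreseen for Tgfb1 and Aldh1a1, are not given for that reason.

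The gene sets and the rule for the genes named were fixed before the data were examined. They are a panel of 26 genes of brown adipocytes, macrophages and matrix, not all of which the study names, and the 5 largest rises and 5 largest falls in log2 fold change among genes with an adjusted p under 0.05, a mean of at least 5 CPM and no overlap between the genotypes. Genes named outside this rule are said to be chosen after their values were seen.

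The procedures were tested on simulated data drawn from the real means and library sizes, with 200 genes changed by 2 on the log2 scale. edgeR called 198 of the 199 changed genes that passed the filter among 9117 genes, with 9 false calls. With no gene changed it made 0 calls among 9153 genes. The simulation gave every gene the same dispersion, drew genes independently and changed as many up as down. In the real data 27.7% of the genes tested were called and some genes varied together. The simulation therefore checks that the procedures run correctly, and does not measure their sensitivity or false calls on the real data.

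Alternatives fixed in advance were DESeq2, limma-voom, 4 other scalings, 3 other filters on low counts, a test against a minimum change, other gene set tests, the replicate number as a block and leaving out each sample in turn. A GC content correction, thinning of the libraries to the smallest total, the skeletal muscle score as a covariate and a reduced myofibroblast set were chosen after seeing the data. Replicate numbers 1 to 4 occur in both genotypes, which comes from the sample titles and concerns different animals. The sample sheet was not used here. Figures were drawn with matplotlib.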

Results

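BAT was collected from 4 WT and 4 db/db mice at 8 weeks of age and profiled by bulk RNA-seq, to find out how obesity with leptin receptor deficiency changes the transcriptome of this tissue. Total counts averaged 2454965 ± 108758 in WT and 2891552 ± 375252 in db/db (SD, n = 4 each), a difference that did not exceed the spread between replicates in an exact two-sided permutation test (p = 0.114). The number of genes with at least 1 count was 12914 ± 143 in WT and 13651 ± 397 in db/db (SD, n = 4 each; exact permutation p = 0.0286, the smallest the design allows). Libraries of the same genotype correlated across genes with r between 0.94 and 0.96, and libraries of different genotypes with r between 0.83 and 0.90. The first principal component held 58.4% of the variance and the second 8.40%. Replicates differed by more than counting of independent reads allows, with a chi-square per degree of freedom of at least 3.99 in every pair of the same genotype. This measure sets different animals against counting error alone, and PCR copies may be included in the counts. It therefore cannot tell differences between animals from PCR copies.

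The targeted gene, Lepr (ENSMUSG00000057722, chromosome 4, 101717404 to 101815352, mm10), had 0 counts in all 8 libraries, so the genotype could not be checked on its own transcript at this depth.

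To identify the genes that differ between db/db and WT BAT, 9264 genes were tested with edgeR, and 2568 passed an adjusted p of 0.05, which is 27.7% of those tested. Of these, 1466 were higher and 1102 lower in db/db, so that 57.1% of the calls were increases. The skeletal muscle score as a covariate, an alternative chosen after seeing the data, moved this count most, to 739. Requiring at least 10 counts in every sample gave 2018, testing every gene with at least 1 count gave 3170, and DESeq2 gave 2655. The values of the 4 db/db libraries did not overlap those of the 4 WT libraries in 28.1% of all genes tested, against 2.86% by chance. At a log2 fold change beyond 1.5, 577 genes were higher and 86 were lower in db/db. Requiring at least 10 counts in every sample gave 216 and 37, a filter that by itself removes genes near 0 in either genotype and took out 375 of the 577 and 46 of the 86. At a log2 fold change beyond 1.0, 965 genes were higher and 284 lower.

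**Figure D1:**
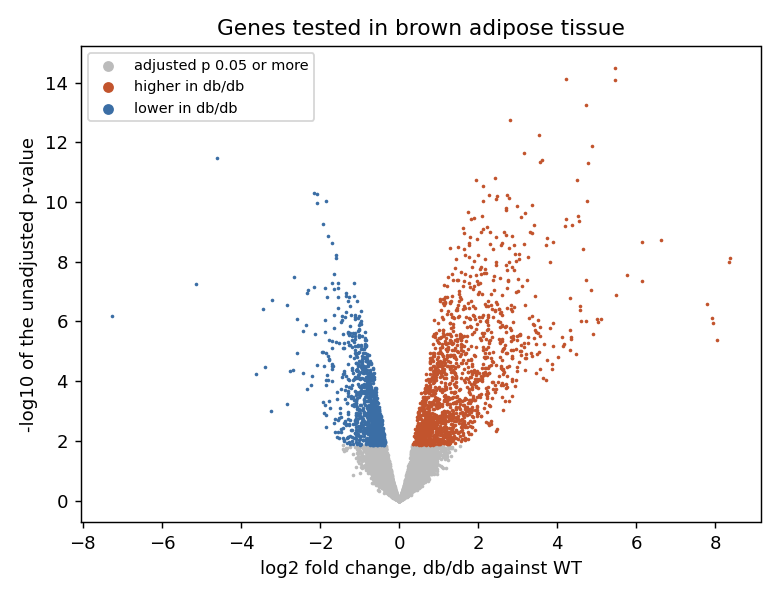
Each point is a gene tested in BAT, with the log2 fold change of db/db against WT on the x axis and −log10 of the unadjusted edgeR p-value on the y axis. Coloured points are the 1466 genes higher and the 1102 genes lower in db/db at an adjusted p under 0.05, and the increases extend to larger fold changes than the decreases.

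The largest rises by the rule fixed in advance were in genes with 0 counts in every WT library. Dusp9 (ENSMUSG00000031383, chromosome X, 73639419 to 73643514) reached 15.3 ± 2.92 CPM in db/db (SD, n = 4) and was at least 12.1-fold higher. Prr32 on chromosome X rose to 15.3 ± 3.44 CPM (SD, n = 4), and Gm34302 on chromosome 3, Mettl21c on chromosome 1 and Cilp on chromosome 9 were at least 9.57-fold, 8.99-fold and 8.83-fold higher. The edgeR adjusted p of these 5 genes lay between 8.28e-07 and 9.36e-05. The largest falls were in Cyp2e1 (ENSMUSG00000025479, chromosome 7, 140763739 to 140774987), Aspg, Fgfr2, Gm35986 and Irf4. Cyp2e1 fell from 129.6 ± 119 to 3.44 ± 2.10 CPM (SD, n = 4 each; log2 fold change −5.15, SE 0.57, edgeR adjusted p 3.71e-06), with a wide spread in WT. Aspg fell from 86.1 ± 9.95 to 3.35 ± 2.0 CPM (SD, n = 4 each; log2 fold change −4.61, SE 0.27, edgeR adjusted p 3.40e-09). Irf4 fell by 3.22 on the log2 scale (SE 0.39, edgeR adjusted p 9.47e-06). Fgfr2 is annotated across many other genes, Gm35986 lies opposite Elovl6, and Mettl21c and Aspg overlap Gm15838 and microRNA genes, so the counts of these genes are uncertain.

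Of the panel of 26 genes, 24 could be tested and 22 passed an adjusted p of 0.05 over all genes, 16 higher and 6 lower in db/db, or 23 when adjusted over the panel alone. Among genes of the brown adipocyte program, Ucp1 (ENSMUSG00000031710, chromosome 8, 83290352 to 83298452) fell from 2248 ± 387 to 1429 ± 457 CPM (SD, n = 4 each; log2 fold change −0.65, SE 0.19, edgeR adjusted p 0.0176), with 3 of the 4 db/db libraries below every WT library. Cidea fell from 4356 ± 410 to 1839 ± 464 CPM (SD, n = 4 each; log2 fold change −1.24, SE 0.17, edgeR adjusted p 4.19e-05), and Ppargc1b fell by 1.19 on the log2 scale. Ppargc1a fell by 0.79 and Cox7a1 by 0.49 on the log2 scale. Cidea, Ppargc1a and Ppargc1b overlap other annotated genes, so their counts are uncertain. Pnpla2, which encodes a triglyceride lipase, did not differ beyond the replicate spread (log2 fold change −0.18, SE 0.16, edgeR adjusted p 0.447). The retinaldehyde dehydrogenase gene Aldh1a1 (ENSMUSG00000053279, chromosome 19, 20492715 to 20643465), which is overlapped on the other strand by C730002L08Rik and Gm6684 and is uncertain for that reason, rose from 10.3 ± 3.85 to 68.7 ± 24.5 CPM (SD, n = 4 each; log2 fold change 2.73, SE 0.28, edgeR adjusted p 1.66e-06). Lep rose by 5.47 on the log2 scale (SE 0.23, edgeR adjusted p 2.44e-11).

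Of the 18 tested genes of the lipid-associated macrophage (LAM) set, 14 were higher in db/db. Fabp5 did not pass (log2 fold change 0.68, SE 0.27, edgeR adjusted p 0.0691), nor did Ctsz, Plin2 and Apoe, which were chosen after their values were seen and had log2 fold changes of −0.05, −0.35 and −0.14. Ctsz overlaps Nelfcd and is uncertain. The lipase gene Lpl, a panel gene outside the set, was lower in db/db (log2 fold change −0.46, SE 0.14, edgeR adjusted p 0.0232). Trem2 was at least 6.25-fold higher, since its WT libraries held at most 1 count. Lgals3 rose from 8.08 ± 5.92 to 192.1 ± 76.6 CPM (SD, n = 4 each; log2 fold change 4.54, SE 0.35, edgeR adjusted p 7.83e-08). Cd68 and Adgre1 rose by 2.41 and 2.17, and Cd9, which overlaps 2 other genes and is uncertain, by 1.33 on the log2 scale. The scavenger receptor gene Cd36 rose from 402.7 ± 30.6 to 565.2 ± 79.6 CPM (SD, n = 4 each; log2 fold change 0.49, SE 0.13, edgeR adjusted p 0.0108). In WT, Cd36 and Lpl averaged 402.7 and 4775 CPM, far above Adgre1 at 3.44 and Cd68 at 5.37 CPM. From bulk libraries the changes of Cd36 and Lpl therefore cannot be assigned to macrophages. Tgfb1 did not pass the count filter, with 2 to 7 counts in the WT and 3 to 27 in the db/db libraries, and its mean log2 CPM was 1.06 higher in db/db, which did not exceed the replicate spread (exact permutation p = 0.114, n = 4 each). With every gene with at least 1 count tested, Tgfb1 passed (log2 fold change 1.45, edgeR adjusted p 0.0484), and over the 8 alternatives that tested it the adjusted p ran from 0.0129 to 0.124 and 3 passed. At like fold changes, testing every gene moved the edgeR adjusted p of Lep from 2.44e-11 to 7.21e-160 and that of Cd36 from 0.0108 to 0.0234. Its p-values are therefore not on the scale of the main fit, and the Tgfb1 pass in it carries little weight. Smad3 rose by 0.74 on the log2 scale (SE 0.26, edgeR adjusted p 0.0420), but it did not pass with DESeq2 (adjusted p 0.0804).

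**Figure D2:**
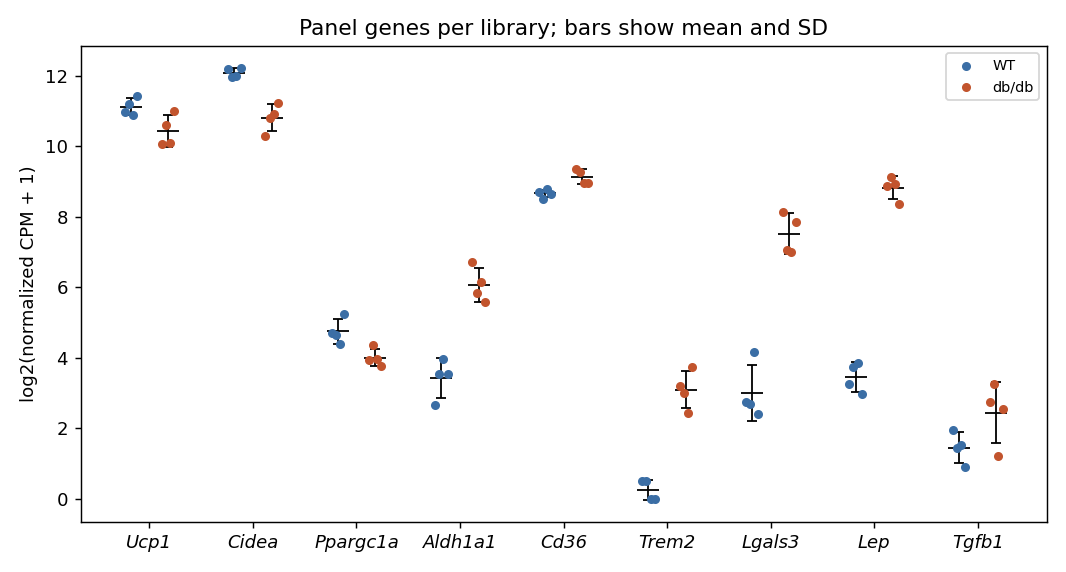
Points are single libraries of WT (blue) and db/db (orange), with log2 of normalized CPM plus 1 on the y axis and mean and SD (n = 4) as bars, for 9 genes of the panel. The genotypes do not overlap for Cidea, Ppargc1a, Aldh1a1, Cd36, Trem2, Lgals3 and Lep, while Ucp1 and Tgfb1 overlap.

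To compare cell programs, 10 gene sets were tested, and 9 passed an adjusted p of 0.05 in camera at the preset inter-gene correlation, 6 of them higher in db/db. Within camera these calls rest on that preset value. With the correlation estimated from the data, 0 sets passed after adjustment and 2 had an unadjusted p under 0.05. With fry, another gene set test, 10 sets passed an adjusted p of 0.05. Camera at the preset value also made calls where the genotypes were evenly mixed. The 18 such splits, with 2 libraries of each genotype on either side, gave from 1 to 7 sets, against 9 in the real split. The per-sample scores are therefore given with their exact permutation tests. The scores of 8 sets differed completely between the genotypes (exact permutation p = 0.0286, the smallest possible, adjusted 0.0357), with macrophage, LAM, extracellular matrix (ECM), myofibroblast and white adipocyte scores higher and brown adipocyte, fatty acid oxidation and oxidative phosphorylation scores lower in db/db. The skeletal muscle and TGFb and SMAD scores were higher on average but overlapped between the genotypes (exact permutation p = 0.0571 for each). The mean log2 fold change was 1.93 over the macrophage set, 1.65 over the ECM set, −0.56 over the brown adipocyte set and −0.26 over the oxidative phosphorylation set.

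**Figure D3:**
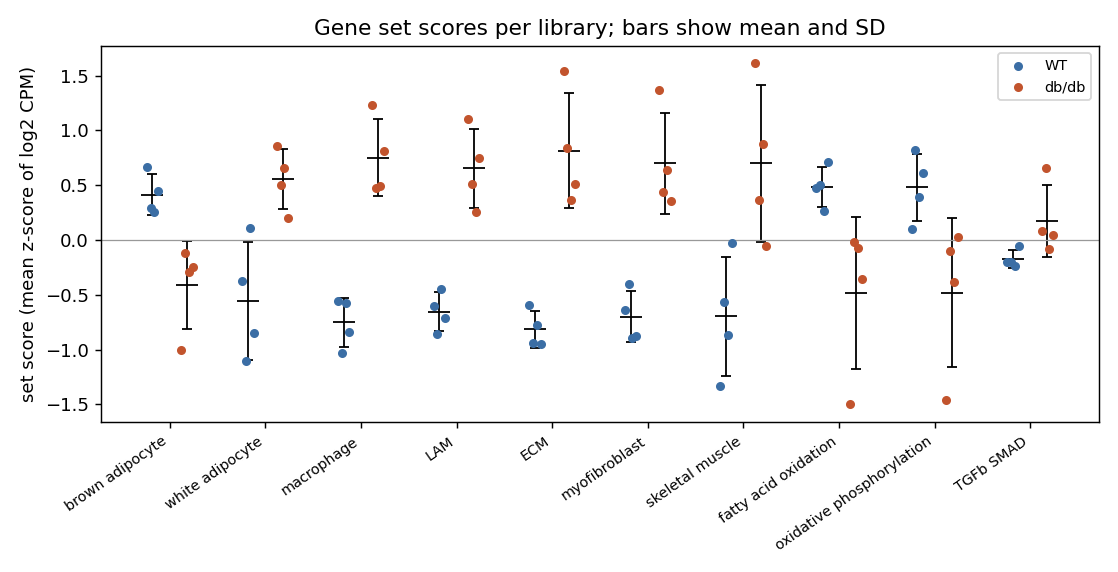
Points are the scores of single libraries of WT (blue) and db/db (orange) for the 10 gene sets, as the mean z-score of log2 CPM over the genes of the set, with mean and SD (n = 4) as bars. For 8 sets all db/db libraries lie on one side of all WT libraries, and for the skeletal muscle and TGFb and SMAD sets they overlap.

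The share of counts on mitochondrially encoded genes was 33.2 ± 0.985% in WT and 35.5 ± 3.26% in db/db (SD, n = 4 each; exact permutation p = 0.20), so a fall was not seen in these transcripts. The gene mt-Nd4, chosen after its values were seen, alone took from 19.2 to 21.2% of the counts in WT and from 19.7 to 24.1% in db/db.

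Because the study related macrophage genes to brown adipocyte and ECM genes, and Tgfb1 to Aldh1a1, 3 relations were computed within genotypes over the 8 libraries. Tgfb1 and Aldh1a1 had r = −0.25 (exact permutation p = 0.557, adjusted 0.557) and rho = −0.33 (p = 0.469, adjusted 0.495), and r = −0.32 without the 2 libraries farthest from the median of Tgfb1. The macrophage and brown adipocyte scores had r = −0.60 (exact permutation p = 0.212, adjusted 0.318) and rho = −0.31 (p = 0.495, adjusted 0.495), and r = −0.04 without the 2 farthest libraries. The macrophage and ECM scores had r = 0.77 (exact permutation p = 0.0729, adjusted 0.219) and rho = 0.62 (p = 0.141, adjusted 0.422), and r = 0.18 without the 2 farthest libraries. For both score relations the 2 libraries left out were those farthest in the macrophage score. Leaving out extremes narrows the range of a measure, which can by itself lower r, so these values do not show that outliers made the relations. Over all 8 libraries, none of the 3 relations passed the threshold within genotypes.

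The 26 skeletal muscle genes varied together between libraries of the same genotype, with a mean pairwise correlation of 0.890 of their deviations. Their geometric mean ran from 11.1 to 50.6 CPM in WT and from 55.9 to 319.0 CPM in db/db, a range of 4.56-fold in WT and 5.70-fold in db/db.

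**Figure D4:**
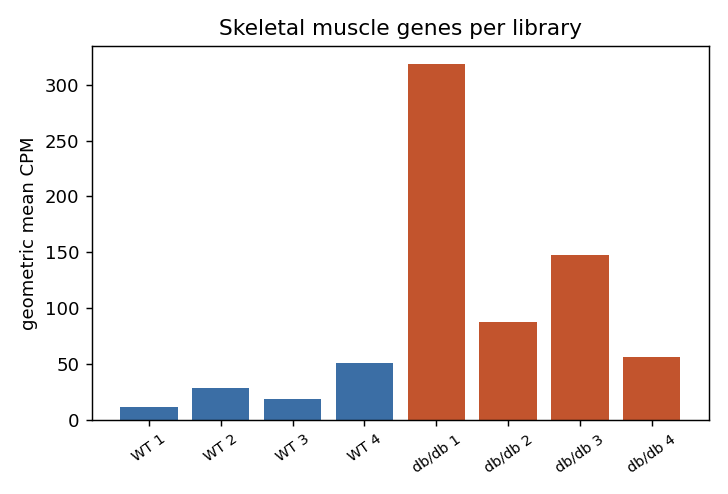
Bars give the geometric mean CPM of the 26 skeletal muscle genes in each library, with WT in blue and db/db in orange and the y axis starting at 0. The db/db libraries range from 55.9 to 319.0 CPM and the WT libraries from 11.1 to 50.6 CPM.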

Values the study reported

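The study reported 2,529 genes differentially expressed in BAT between db/db and WT mice at an adjusted p-value under 0.05.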

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

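The tests of mt-Nd4 and of the spread of Tgfb1 were chosen only after the results were seen. Of 93 sets of 4 libraries examined for a library far from the other 3 by Dixon's criterion at the 95% level, 7 stood out, where chance gives about 4.65, so most of these can arise by chance.

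The mitochondrial share of counts of db/db replicate 1 was 30.7% (95% Wilson interval 30.6 to 30.7%), against 36.8 to 37.6% in the other db/db libraries. Its Mettl21c level was 22.9 CPM against 7.0 to 8.87 CPM, and its Irf4 level was 3.01 CPM against 4.43 to 4.46 CPM, which rests on 10 to 14 counts per library. This library also had the highest geometric mean of the skeletal muscle genes, 319.0 CPM. The muscle genes spanned 5.70-fold within db/db while the genotypes did not overlap in their geometric mean, so muscle carried along with the tissue remains a possible explanation for the profile of this library and cannot be told apart from a difference between animals.

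Itgax stood out in both genotypes, with 1.69 CPM in WT replicate 2 where the other WT libraries had 0 counts, and 4.14 CPM in db/db replicate 2 against 7.22 to 7.81 CPM. The Lgals3 level of WT replicate 3 was 16.9 CPM against 4.24 to 5.67 CPM, and Fgfr2 in db/db replicate 4 was 2.6 CPM against 0 to 0.443 CPM. These Itgax values rest on at most 4 counts in WT and on 13 to 24 counts in db/db, and the Fgfr2 values on at most 7 counts. No biological explanation was tested for these.

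The Tgfb1 counts of the db/db libraries spread more than draws at their depths (exact multinomial p = 0.00341), and those of the WT libraries, 2 to 7 counts each, did not (exact multinomial p = 0.399). The test takes reads as independent molecules, although PCR copies may be included, and sets different animals against counting error alone. The gene was also picked after its spread was seen, so the test settles nothing particular to Tgfb1, and a difference between the genotypes in this spread was not tested.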

How the results depend on the processing

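The GC correction, the thinning, the muscle covariate and the reduced myofibroblast set were chosen after seeing the data. The number of genes differing lay within 1.5 times of the reported 2568 under every alternative fixed in advance, from 2018 with at least 10 counts in every sample to 3170 with all genes with a count. The p-values of the fit with all genes with a count are not on the scale of the main fit, so 3170 is not a like figure. The number of genes differing was 2621 with a GC offset, and from 2464 to 2560 over 21 random thinnings to the smallest total. With the skeletal muscle score as a covariate it was 739, with 330 genes up more than 1.5 and 484 up more than 1.0 on the log2 scale, and 10 of the 24 panel genes tested passed in place of 22. Increases went from 1466 to 529 and decreases from 1102 to 210. The score itself was higher in db/db on average, so the covariate takes up part of the genotype difference. The cause was not tested.

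Requiring at least 10 counts in every sample gave 216 genes up and 37 down more than 1.5, and 501 up more than 1.0. Testing all genes with a count gave 958 up and 138 down more than 1.5. A test against a change of 1.5 itself gave 196 up and 15 down. The strict filter removed 375 of the 577 genes up and 46 of the 86 down, and of those it kept, 202 of 202 and 37 of 40 were called again. The cause was not tested for the others.

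With the replicate number as a block, 2557 genes differed, 572 were up and 89 down more than 1.5, 952 were up more than 1.0, 22 panel genes and 9 sets passed, and with the GC offset as well 2584 genes differed. Same-numbered libraries are different animals, and their deviations from the genotype means correlated at −0.00111.

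Each of the 8 fits without one library gave from 2236 to 2483 genes differing, from 501 to 696 up and from 85 to 105 down more than 1.5, from 845 to 1036 up more than 1.0, and from 16 to 22 panel genes. Set calls numbered 9 in each.

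With the inter-gene correlation estimated, 0 sets passed (2 at an unadjusted p under 0.05). The adjusted p was 0.136 for the white adipocyte, macrophage, LAM, ECM and myofibroblast sets, 0.20 for brown adipocyte, 0.242 for skeletal muscle, 0.256 for fatty acid oxidation and 0.280 for oxidative phosphorylation. Under the other alternatives the adjusted p of these 9 sets was at most 0.0305. The TGFb and SMAD set passed only with fry (adjusted p 0.0305, range over its alternatives 0.0305 to 0.906).

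The within-genotype r of the macrophage and brown adipocyte scores ran from −0.83 to 0.40 over the 8 fits without one library, and turned positive, at 0.40, without db/db replicate 1. That of the macrophage and ECM scores ran from 0.42 to 0.88, and its unadjusted exact permutation p was 0.0208 without db/db replicate 2 and 0.0417 without db/db replicate 4, against 0.0729 over all libraries and up to 0.354 in the other fits. The r of Tgfb1 and Aldh1a1 ran from −0.47 to −0.02.

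Among 35 named genes, 7 of 329 comparisons under the alternatives fixed in advance changed their side of the threshold, 4 weaker (all Smad3) and 3 stronger. Leaving out one library changed 25 of 275, 22 weaker and 3 stronger. Ucp1, Cd36, Cox7a1, Ppargc1a, Cd9, Lpl, Fabp4 and Smad3 each lost significance in at least 1 such fit. Among the alternatives chosen after seeing the data, the muscle covariate changed 12 of 34, all weaker, and the GC offset with and without the block 1 of 68, and the thinned libraries were not compared gene by gene. Tgfb1, with 2 to 27 counts per library, was tested in 8 of the alternatives.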

Other observations

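The tests of GC content, library size and mt-Nd4 were chosen only after the results were seen.

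When the 8 libraries were split in other ways, none of the other 34 splits gave a gene with an adjusted p under 0.05. Of the 8 splits that part all same-numbered pairs, 1, the real one, gave as many genes differing, as many up or down more than 1.5, as many up more than 1.0 and as many panel genes. With 8 splits the share cannot go under 0.05, and the other 27 splits also gave 0. The other splits hold the genotype difference within their groups, which widens the spread they are tested against. The gene set test behaved differently, with 3 of the 8 splits giving as many sets, and the other 27 splits giving from 0 to 9 with a median of 4. The 10 other splits with 9 sets all set 3 libraries of a genotype against 1 and so still hold part of the genotype difference. The 18 evenly mixed splits gave from 1 to 7 sets with a median of 3, so the test makes calls without a genotype difference between the groups, though fewer than in the real split.

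Technical explanations for the genes differing were tested. The rank correlation across genes of log2 fold change was −0.0191 with transcript length and 0.107 with GC content, where genes are not independent replicates. With a GC offset 93.7% of the calls were made again, and after thinning 94.4%. Within 10 Mb of Lepr, 15 of 58 tested genes were called against 2553 of 9206 elsewhere (Fisher's exact two-sided p = 0.883), so a passenger segment of that size did not show. Of 3 strain markers, Nnt had at most 4 counts in any library and could not be judged. Of the other 2, Alad did not overlap between genotypes and was lower in db/db (mean 36.1 CPM against 60.9 CPM in WT). Glo1, which overlaps other annotated genes and is uncertain, did overlap between genotypes. For the genes differing between db/db and WT, a strain background other than the db mutation therefore cannot be told apart from an effect of genotype. The paper's methods name Charles River as the source of wild-type mice and Jackson as that of the db/db mice. Its resource list gives Jackson for both. Supplier may therefore differ along with genotype, and littermate controls are not mentioned for these libraries.

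The labels give the cell type as stromal vascular fraction while the tissue is BAT. Adipoq, Plin1 and Ucp1 ranked among the 188 most abundant genes of WT, which goes against libraries without adipocytes.

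A candidate explanation for the rise of contractile genes is skeletal muscle carried along with BAT. The muscle genes ranged 5.70-fold between db/db libraries. All 4 db/db libraries lay above the WT libraries in their geometric mean, narrowly, at 55.9 CPM or more against at most 50.6 CPM. The scores of the same genes overlapped between the genotypes (exact permutation p = 0.0571), so the test did not decide. The muscle genes did not rise alike. Named after their values were seen, Ttn was 1.49-fold higher in db/db and not called, and Tnni1 was 23.8-fold higher. Ttn overlaps another annotated gene and is uncertain. The geometric mean does not show this unevenness, and its source was not tested. Of 26 skeletal muscle genes tested, 24 were higher in db/db, and of 11 myofibroblast genes tested, 8 were higher. Among the latter, named after their values were seen, Acta2 rose by 2.21, Mylk by 1.49, Cald1 by 1.40 and Synpo2 by 4.79 on the log2 scale, while Myh11 and Myl9 differed by 0.23 and 0.05 (edgeR adjusted p 0.737 and 0.921), so the contractile genes that rose included Acta2, which overlaps no other annotated gene. Also named after their values were seen, Tpm2 rose by 3.03, Tpm1 by 2.07, Vim by 1.90 and Des by 1.67. Tpm2, Tpm1, Des and Synpo2 were highest in WT replicate 4 and db/db replicate 1, which held the most muscle signal in each genotype. Acta2, Mylk, Cald1 and Vim were not highest in WT replicate 4. In db/db replicate 1, however, Acta2, Mylk and Cald1 were at their highest, and only Vim was not. Mylk, Cald1, Synpo2 and Des overlap other annotated genes, so their counts are uncertain. Of 554 genes up more than 1.5 outside the muscle set, 33, or 5.96%, followed the muscle score within genotypes at r above 0.9, and 0.284% of the genes without a call did. No other permutation of the score within genotypes gave as large a share of the 554 (exact permutation p = 0.00174, the smallest that 576 permutations can give). Of the muscle genes themselves, 22 of 26 passed that limit against the score of the others, but a gene only partly from muscle can stay under it. With the muscle score as a covariate increases went from 1466 to 529 and decreases from 1102 to 210. The mean score was −0.70 in WT and 0.70 in db/db (SD 0.55 and 0.72, n = 4 each). The covariate thus takes up part of the genotype difference, and calls can be lost in both directions whatever their cause. The drop therefore does not show which genes come from muscle. Whether muscle accounts for a part of the increases was not settled.

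The nuclear oxidative phosphorylation set was lower in db/db, whereas the mitochondrially encoded share was not. Without mt-Nd4 the share was 16.5 ± 0.957% in WT and 17.0 ± 2.26% in db/db (SD, n = 4 each; exact permutation p = 0.714), so the dominance of mt-Nd4 does not explain the absence of a fall. A difference between nuclear and mitochondrial transcripts of the respiratory chain is a hypothesis only.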
